# Phloridzin Reveals New Treatment Strategies for Liver Fibrosis

**DOI:** 10.3390/ph15070896

**Published:** 2022-07-20

**Authors:** Yahong Shi, Tun Yan, Xi Lu, Kai Li, Yifeng Nie, Chuqiao Jiao, Huizhen Sun, Tingting Li, Xiang Li, Dong Han

**Keywords:** phloridzin, liver fibrosis, mRNA, lncRNA, ferroptosis, energy metabolism, biomechanics

## Abstract

Liver fibrosis is an urgent public health problem which is difficult to resolve. However, various drugs for the treatment of liver fibrosis in clinical practice have their own problems during use. In this study, we used phloridzin to treat hepatic fibrosis in the CCl_4_-induced C57/BL6N mouse model, which was extracted from lychee core, a traditional Chinese medicine. The therapeutic effect was evaluated by biochemical index detections and ultrasound detection. Furthermore, in order to determine the mechanism of phloridzin in the treatment of liver fibrosis, we performed high-throughput sequencing of mRNA and lncRNA in different groups of liver tissues. The results showed that compared with the model group, the phloridzin-treated groups revealed a significant decrease in collagen deposition and decreased levels of serum alanine aminotransferase, aspartate aminotransferase, laminin, and hyaluronic acid. GO and KEGG pathway enrichment analysis of the differential mRNAs was performed and revealed that phloridzin mainly affects cell ferroptosis. Gene co-expression analysis showed that the target genes of lncRNA were obvious in cell components such as focal adhesions, intercellular adhesion, and cell–substrate junctions and in metabolic pathways such as carbon metabolism. These results showed that phloridizin can effectively treat liver fibrosis, and the mechanism may involve ferroptosis, carbon metabolism, and related changes in biomechanics.

## 1. Introduction

With the incidence of liver disease increasing year by year, liver fibrosis and cirrhosis have resulted in serious public health problems [1]. Liver fibrosis is a common outcome of many chronic liver diseases due to the massive accumulation of extracellular matrix (ECM) such as that found in viral hepatitis, alcoholic steatohepatitis, nonalcoholic steatohepatitis, metabolic disorders, and autoimmune and chronic inflammatory conditions [2,3,4,5]. The structural unit of the liver is the hepatic lobule, which is composed of thousands of hepatic sinuses. Sinuses are specific capillaries in the liver which are distributed in a central radial manner within the lobules of the liver, and there is a narrow Disse space between the endothelial cells of hepatic sinuses and liver parenchymal cells which contains hepatic stellate cells and hepatic intrinsic macrophages. There have been many studies on the pathogenesis of hepatic fibrosis, in which hepatic stellate cells are considered to be the central link in the occurrence of hepatic fibrosis. In addition, there are also studies on the causes of liver fibrosis, including damage to hepatocytes [6], fenestrae decrease in liver sinusoidal endothelial cells [7], and activation of liver Kupffer cells [8]. Liver fibrosis is a common pathological stage of virtually all chronic hepatic diseases, and is taken seriously by numerous clinicians [9,10]. Although many treatment strategies and numerous drugs have been used to treat liver fibrosis, few have been shown to have a satisfactory clinical effect. Therefore, the development of effective and specific drugs to improve liver fibrosis is urgently needed.

Plant-derived medicines, from aspirin to artemisinin, play a very important role in the clinic. The introduction of artemisinin has resulted in Chinese medicine receiving significant attention worldwide. From the clinical experience with traditional Chinese medicine (TCM), we can identify specific drugs for the treatment of diseases. Phloridzin is a type of flavonoid which is widely distributed in many plants. Phloridzin was first used in the treatment of diabetes [11]. It is the prodrug of dapagliflozin and canagliflozin. It has powerful but gentle biological activity. In recent years, researchers have found that phloridzin has many other uses, for example, in the treatment of liver cancer [12]. However, the role of phloridzin in treating liver fibrosis has not been well studied. Lychee seed, a TCM rich in phloridzin [13], is widely used in the treatment of hepatic diseases in TCM clinics. Thus, we attempted to determine the potential of phloridzin in the treatment of hepatic fibrosis (Figure 1). Silibinin, a drug commonly used in liver disease, was selected as the positive control. Hematoxylin and eosin (H&E) staining and Sirius red staining were used to observe liver tissue cell morphology and calculate the area of collagen deposition, serum alanine aminotransferase (ALT) and aspartate aminotransferase (AST) content assays were performed to assess liver function, and serum laminin (LN) and hyaluronic acid (HA) content assays were performed to evaluate liver fibrosis ECM deposition. Liver ultrasound was carried out to detect changes in liver density and hardness. Subsequently, mRNA and lncRNA sequencing of liver tissue in different groups was used to investigate the mechanism of phloridzin in the treatment of liver fibrosis.

## 2. Results

### 2.1. Phloridzin Alleviated Liver Fibrosis in the CCl_4_-Induced C57/BL6N Mouse Model

In order to examine the possible effect of phloridzin on liver fibrosis, phloridzin was used to treat the CCl_4_-induced liver fibrosis in a mouse model. The appearance and histological images of normal and fibrotic livers as well as treated livers were observed. The collagen deposition area as well as serum indices and liver density were examined. As revealed by H&E and Sirius red staining, the administration of CCl_4_ led to significant cell damage in the liver as well as an increase in the area of collagen deposition compared to the control group, while phloridzin markedly alleviated liver cell damage and reduced the collagen deposition area to nearly normal levels (Figure 2C,D,G). In addition, serum levels of the liver function markers (ALT and AST) were assessed in treated and untreated animals. The results showed significant differences in ALT and AST levels between treated and untreated animals (Figure 2H,I). Furthermore, serum levels of the liver fibrosis markers (HA and LN) between the different groups were examined using ELISA. The results showed that serum levels of HA and LN decreased significantly after treatment compared with the model group (Figure 2J,K). Taken together, these results indicate that phloridzin is effective in the treatment of CCl_4_-induced liver fibrosis.

### 2.2. Phloridzin Ameliorated Liver Stiffness as Shown by Ultrasound Imaging

Mechanical homeostasis is the ability to generate and repair mechanical forces within tissues and organs to maintain function. When tissue is damaged, mechanical homeostasis changes and a repair procedure is initiated, including the recruitment and activation of intrinsic mesenchymal cells. While tissue fibrosis is the failure of mechanical homeostasis reconstruction during tissue damage repair, biomechanics-related transcriptional and epigenetic mechanisms participate in the default pathway of mechanically sensitive cell activation, resulting in progressive extracellular matrix deposition and tissue destruction. There are also significant mechanical and biomechanical changes in the formation and treatment of liver fibrosis [14]. To examine the changes in biomechanics in vivo, different groups were monitored by hepatic echogenicity, in which the reflection of ultrasound waves represented a change in stiffness which corresponded to the brightness in the ultrasound image as well as the 3D surface plot (Figure 2E). Improvement of fibrosis in the treatment group was seen by decreased intensity of hepatic echogenicity compared with the model group. Statistical analysis of liver brightness in each group showed that compared with the model group, each treatment group had a different degree of reduced intensity (Figure 2F). Among these groups, the results of the silibinin treatment group and the phloridzin high-dose group were significantly different.

### 2.3. Expression Profiles of lncRNAs and mRNAs in Different Groups

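Total RNA from 12 mouse livers was sequenced on the Illumina NovaSeq platform, with 3 livers in each of 4 groups. The model group, the silibinin group and the phloridzin high-dose group received CCl4 diluted in olive oil, 2 times a week for 8 weeks. The dosage of 5 mL/kg is given for this dilution, not for pure CCl4. Silibinin at 27.3 mg/kg or phloridzin at 40 mg/kg was given from week 5. The authors deposited a table of 169430 transcripts with a value for each liver, in fragments per kilobase of transcript scaled to the library (FPKM). The paper's text does not name this unit. It was read from the values of long transcripts, which were whole multiples of the same step within a liver. These steps gave between 105.2 and 109.6 M fragments per library in the control group (median 108.4 M), and between 83.7 and 101.5 M in the model group (median 100.1 M). The range was 106.7 to 110.9 M in the silibinin group (median 110.1 M) and 98.5 to 104.7 M in the phloridzin high-dose group (median 102.1 M). Of the Ensembl transcripts found in the GENCODE M21 annotation of mouse build GRCm38, 98.1% had the position given there. The 40827 protein-coding transcripts of Ensembl were taken as mRNAs. The 69827 NONCODE transcripts and noncoding Ensembl transcripts were taken as lncRNAs, and 18991 assembled transcripts without annotation were left aside. Values were compared as log2(FPKM + 1) by limma with a trend in the variance, in one fit of the 12 livers, for 16069 mRNAs and 8658 lncRNAs with a mean FPKM of at least 0.5. A log2 fold change on this scale understates the change of a transcript with low values. The p-values were adjusted by the Benjamini-Hochberg method within mRNAs and within lncRNAs. A transcript was called DE at an adjusted p-value under 0.05 with a log2 fold change above 1 or below -1. In simulated livers with 200 mRNAs changed 4-fold, this fit called 67.4% of the changed mRNAs, and 4.9% of its calls were false.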

The RNA sequencing data (including mRNA and lncRNA) were obtained from four groups (control group, model group, silibinin group, and phloridzin high-dose group) using the Illumina NovaSeq platform. We analyzed differently expressed (DE) mRNAs and lncRNAs with the cutoff LogFC (fold changes) >1 or <−1 along with adjust *p* value < 0.05 and false discovery rate (FDR) < 0.05.

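In the model group compared with the control group, 1026 mRNAs of 978 genes were DE, of which 863 were upregulated and 163 downregulated. Among lncRNAs, 313 were DE, with 261 upregulated and 52 downregulated. The number of DE lncRNAs moved most when no fold change cutoff was set, to 2221. The balance of directions depended on scaling. With FPKM scaled by median ratios between livers, a choice made after the data were seen, 490 mRNAs were upregulated and 323 downregulated. For lncRNAs, these numbers were 123 and 69. Among mRNAs with a mean FPKM of at least 1 and no overlap between the groups, the largest rise was that of Sprr1a, on chromosome 3 of GRCm38 from 92483952 to 92485895. It is listed at 0 in every control liver and at 40.4 ± 16.3 FPKM (SD, n = 3 livers) in the model group, a log2 fold change of 5.30 (standard error 0.24, limma, Benjamini-Hochberg adjusted p = 4.4e-06). Atf3, on chromosome 1 from 191170296 to 191183340, went from 0.306 ± 0.0567 to 42.2 ± 4.59 FPKM (SD, n = 3 livers each), a log2 fold change of 5.04 (standard error 0.26, limma, Benjamini-Hochberg adjusted p = 6.8e-06). Gpnmb rose by 4.69 on the log2 scale (limma, Benjamini-Hochberg adjusted p = 0.0012). The largest falls were those of Mup12, Mup11 and Mup2 on chromosome 4, with log2 fold changes of -8.94, -7.86 and -7.60. These are near-identical paralogs, so the level of each one is uncertain. The lncRNA NONMMUT149213.1, on chromosome 5 from 135623206 to 135629420, rose from 0.00517 ± 0.00896 to 29.1 ± 5.7 FPKM (SD, n = 3 livers each). NONMMUT089908.1 on chromosome 13 rose by 3.93 on the log2 scale. NONMMUT053028.2 on chromosome 5 and NONMMUT025809.2 on chromosome 16 had log2 fold changes of -4.33 and -3.54.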

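In the silibinin group compared with the model group, 452 mRNAs were DE, with 105 upregulated and 347 downregulated, and 106 lncRNAs, with 29 upregulated and 77 downregulated. The largest rises were those of single transcripts of Cyp2d10, Acad11 and Blcap, with log2 fold changes of 3.42, 3.27 and 2.97. For Cyp2d10 and Acad11, the FPKM summed over all transcripts of the gene was not DE, with log2 fold changes of -0.15 and 0.82. The sum of Acad11 missed only the fold change cutoff (limma, Benjamini-Hochberg adjusted p = 0.0078). Sprr1a fell by 5.09 on the log2 scale, to 0.167 ± 0.146 FPKM (SD, n = 3 livers). Single transcripts of Hsph1, on chromosome 5 from 149616845 to 149636209, and of Morf4l2, on chromosome X from 136732953 to 136741155, fell by 4.21 and 4.15. Their gene sums fell by 2.25 and 1.43 and were DE as well. The lncRNA NONMMUT025809.2, on chromosome 16 from 20128106 to 20129216, rose from 0.101 ± 0.00616 to 18.2 ± 2.07 FPKM (SD, n = 3 livers each). NONMMUT039393.2, on chromosome 2 from 119965003 to 119966807, rose from 0.139 ± 0.0379 to 5.81 ± 0.25 FPKM (SD, n = 3 livers each). NONMMUT149213.1 and NONMMUT029382.2 fell by 4.43 and 2.26 on the log2 scale.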

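In the phloridzin high-dose group compared with the model group, 393 mRNAs were DE, with 86 upregulated and 307 downregulated, and 132 lncRNAs, with 26 upregulated and 106 downregulated. With only these 2 groups in the fit, the numbers were 179 mRNAs and 21 lncRNAs. Slc3a1, on chromosome 17 from 85028347 to 85064243, rose from 0.0366 ± 0.0239 to 89.7 ± 49.6 FPKM (SD, n = 3 livers each), a log2 fold change of 6.29 (standard error 1.47, limma, Benjamini-Hochberg adjusted p = 0.037). Tff3, on chromosome 17 from 31125306 to 31129646, rose from 1.04 ± 0.273 to 23.1 ± 16 FPKM (SD, n = 3 livers each), a log2 fold change of 3.18. Neither rise was limited to phloridzin, as silibinin replicate 3 was at 113 FPKM for Slc3a1 and 17.1 for Tff3. Phloridzin replicate 1 was at 4.69 FPKM for Tff3. Over the alternatives, the adjusted p reached 0.42 for Slc3a1 and 0.35 for Tff3 (limma, Benjamini-Hochberg). A single transcript of Acad11 rose by 3.57, while the sum over this gene's transcripts rose by 0.73 and was not DE. This sum missed only the fold change cutoff (limma, Benjamini-Hochberg adjusted p = 0.015). The largest falls were those of Sprr1a, a transcript of Morf4l2 and Atf3, with log2 fold changes of -5.18, -4.10 and -3.85. NONMMUT025809.2 rose by 3.95 and NONMMUT149212.1 by 3.54 on the log2 scale. NONMMUT149213.1 fell by 4.77. It overlaps NONMMUT149212.1 as a transcript of the same gene, whose summed FPKM was not DE, with a log2 fold change of -1.33. NONMMUT002633.2, on chromosome 1 from 133138053 to 133139780, went from 39.6 ± 2.98 to 0.623 ± 0.453 FPKM (SD, n = 3 livers each).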

The results showed that there were 4643 DE mRNAs (2758 upregulated and 1885 downregulated) and 2720 DE lncRNAs (1427 upregulated and 1293 downregulated) in the model group compared with the control group, 3272 DE mRNAs (1598 upregulated and 1674 downregulated) and 1930 DE lncRNAs (973 upregulated and 957 downregulated) in the silibinin group compared with the model group, and 3212 DE mRNAs (1420 upregulated and 1792 downregulated) and 1865 DE lncRNAs (799 upregulated and 1066 downregulated) in the phloridzin high-dose group compared with the model group.

### 2.4. GO and KEGG Pathway Analysis Explained the Different Mechanism between Silibinin and Phloridzin

To identify the different mechanisms of different drugs, we analyzed the DE mRNAs between the four groups. 

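Of the 1230 mRNAs DE in at least 1 of the 3 comparisons, 236 were DE in all of them. Both drugs changed 289 mRNAs against the model group, and all 289 went in the same direction with both. These were 73.5% of the DE mRNAs of phloridzin and 63.9% of those of silibinin. With only the 2 compared groups in each fit, 134 mRNAs were DE with both drugs. A further 104 mRNAs were DE with phloridzin but not with silibinin, and 99 of them (95.2%) had the same direction with silibinin. Of 163 mRNAs DE with silibinin but not with phloridzin, 160 (98.2%) had the same direction with phloridzin. Both drugs were compared with the same model livers, which favours a common direction even without a common effect. These counts of common direction were not taken with different model livers. Of the 1026 DE mRNAs of the model group, 955 (93.1%) moved back toward the control group with phloridzin, and 277 of them (27.0% of 1026) were DE in that direction. With silibinin, 983 (95.8%) moved back and 311 (30.3%) were DE in that direction. The control and drug comparisons share the model livers too, so the shares that moved back were also taken with different ones. With 1 model liver kept for the drug comparison and the others for the control comparison, the mean shares were 81.7% for phloridzin and 84.4% for silibinin. With 1 kept for the control comparison and the others for the drug comparison, they were 92.0% and 95.1%, over mRNAs that had been called with all model livers, so only the former version is free of shared livers. Compared directly with the silibinin group, the phloridzin high-dose group had 10 DE mRNAs of 9 genes, with 5 higher and 5 lower, and 293 at an unadjusted p-value under 0.05 with the same fold change cutoff. The largest rises were those of single transcripts of Slco2b1, Cd44 and Qrich1, with log2 fold changes of 2.57, 1.70 and 1.08, where the gene sums were not DE. Pcgf6, on chromosome 19 from 47033619 to 47050845, was at 3.91 ± 0.329 FPKM with silibinin and 0.692 ± 0.0116 with phloridzin (SD, n = 3 livers each). Wdr89 had a log2 fold change of -1.47. A single lncRNA was DE, NONMMUT039393.2, with a log2 fold change of -2.61, and 45 lncRNAs passed at an unadjusted p-value under 0.05.

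**Figure D1:**
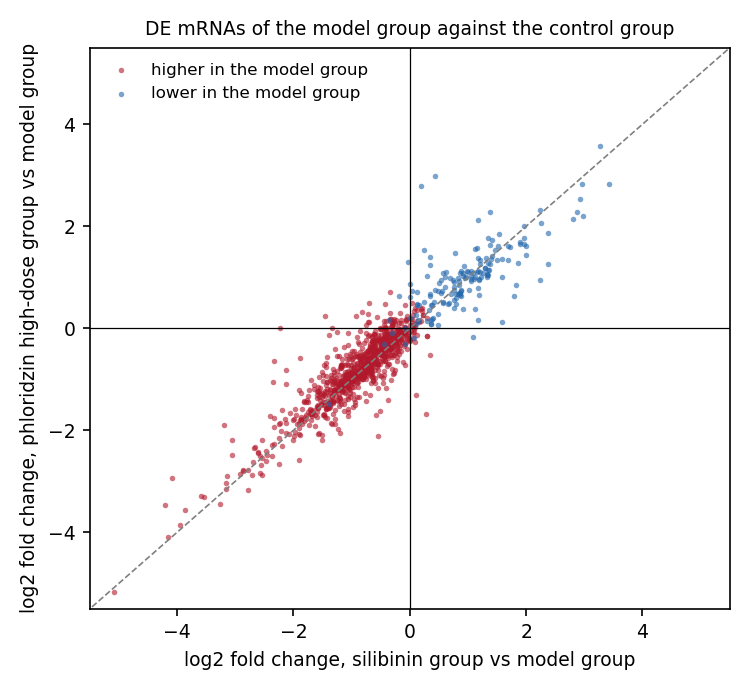
Log2 fold change against the model group with silibinin (x axis) and with phloridzin (y axis) for the 1026 DE mRNAs of the model group compared with the control group. Each point is an mRNA, red if higher and blue if lower in the model group, and the dashed line marks equal change. Most red points lie below 0 and most blue points above 0 on both axes.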

DE mRNAs in the samples are shown in a heat map (Figure 3A), bar chart (Figure 3B), and Venn and Venn upset diagrams (Figure 3C,D).

According to the analysis of DE mRNAs previously described, we performed GO and KEGG pathway analysis. 

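Gene lists were tested in place of GO and KEGG terms, which were not used here. Before the data were examined, 14 lists with 957 genes were written by hand for pathways of the liver, and 99.5% of these genes were matched to the annotation. Each list was tested among the genes of DE mRNAs with a one-sided Fisher's exact test against the 10802 genes with a tested mRNA, and p-values were adjusted over the lists of a comparison. Of these lists, 4 were over-represented in the model group compared with the control group, 3 with silibinin and 4 with phloridzin compared with the model group. For phloridzin, this count was moved most by taking only the DE mRNAs that rose, to 0, and by calling mRNAs by the unadjusted p-value, to 8. Among the DE mRNAs of the direct comparison of the drugs, 0 lists were over-represented. Among lists of organic acid and amino acid metabolism, cysteine and methionine metabolism had 6 of 40 genes DE with silibinin, against 1.6 expected (odds ratio 4.35, Fisher's exact test, Benjamini-Hochberg adjusted p = 0.021). With phloridzin, it had 5 of 40, namely Cdo1, Cth, Phgdh, Psat1 and Srm (odds ratio 4.07, Fisher's exact test, Benjamini-Hochberg adjusted p = 0.039). With each liver left out in turn, the odds ratio ranged from 0.65 to 1.81 with silibinin and from 0.76 to 7.14 with phloridzin. Fatty acid degradation had 3 of 42 genes DE with silibinin (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.32) and 2 of 42 with phloridzin (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.57). When all 71 tested mRNAs of this list were compared with all other mRNAs by camera of limma, they were higher than in the model group with both drugs. The median log2 change was 0.44 with silibinin (camera of limma, Benjamini-Hochberg adjusted p = 4.5e-08) and 0.25 with phloridzin (camera of limma, Benjamini-Hochberg adjusted p = 0.0012). Camera also called this list in 5 of the 9 other splits of the silibinin and model livers and in 2 of the 9 other splits with phloridzin, with adjusted p-values down to 9.1e-05 and 0.0024 (camera of limma, Benjamini-Hochberg). Each of those splits mixes livers of both groups and keeps part of any real difference. Their calls may thus come from that part or from chance.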

The top 10 terms of the GO analysis are shown in Figure 4A–F. Interestingly, GO terms were significantly expressed in biological processes, mainly including “organic acid metabolic process”, “oxoacid metabolic process”, and “carboxylic acid metabolic process”. 

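Among the DE mRNAs of the silibinin group, the TNF signaling list had 6 of 84 genes, against 3.3 expected (odds ratio 1.89, Fisher's exact test, Benjamini-Hochberg adjusted p = 0.2). These were Cebpb, Cxcl10, Cxcl2, Fos, Icam1 and Jun, and all 6 fell. ErbB signaling had 6 of 67 genes, against 2.6 expected (odds ratio 2.42, Fisher's exact test, Benjamini-Hochberg adjusted p = 0.11). Of these, Areg, Btc, Jun, Myc, Ptk2 and Erbb3, 1 rose and 5 fell. The cell cycle list had 6 of 103 genes, namely Ccnd1, Cdc25a, Cdkn2c, Gadd45a, Myc and Ywhae, against 4.1 expected (odds ratio 1.51, Fisher's exact test, Benjamini-Hochberg adjusted p = 0.32). When mRNAs were called by the unadjusted p-value, the TNF and ErbB lists passed, each with an adjusted p-value of 0.028 (Fisher's exact test, Benjamini-Hochberg). With the Reactome sets nearest in name, the odds ratios were 0.99 for ErbB signaling, 0.55 for the cell cycle and 0.00 for TNF signaling, whose set held only 9 genes. With phloridzin, the TNF list had 7 of 84 genes (odds ratio 2.59, Fisher's exact test, Benjamini-Hochberg adjusted p = 0.065), all lower. The ErbB list had 7 of 67 genes with phloridzin (odds ratio 3.33, Fisher's exact test, Benjamini-Hochberg adjusted p = 0.036, range over the alternatives 0.015 to 1). The list with the largest odds ratio with silibinin was protein processing in endoplasmic reticulum, with 32 of 80 genes, all lower (odds ratio 17.48, Fisher's exact test, Benjamini-Hochberg adjusted p = 2e-23). Amino sugar and nucleotide sugar metabolism had 10 of 43 genes, all lower (odds ratio 7.53, Fisher's exact test, Benjamini-Hochberg adjusted p = 3.4e-05).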

Differences between the two drugs were seen in the KEGG pathway enrichment analysis, which are shown in Figure 4G–J. Differences between silibinin and the model group were mainly in the signaling pathways related to the TNF signaling pathway, ErbB signaling pathway, and cell cycle. However, the DEG mRNAs in the phloridzin-treated group mainly focused on amino sugar and amino acid metabolism, ferroptosis, PPAR signaling pathway, and carbohydrate metabolism, suggesting that phloridzin can treat liver fibrosis by affecting energy metabolism or protein synthesis.

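Among the DE mRNAs of the phloridzin high-dose group, the amino sugar and nucleotide sugar metabolism list had 8 of 43 genes, against 1.5 expected (odds ratio 6.56, Fisher's exact test, Benjamini-Hochberg adjusted p = 0.00062). All 8 fell. Glycine, serine and threonine metabolism had 4 of 34 genes, with 2 higher and 2 lower (odds ratio 3.79, Fisher's exact test, Benjamini-Hochberg adjusted p = 0.065). Its 46 tested mRNAs were higher by a median log2 change of 0.20 with phloridzin and 0.28 with silibinin (camera of limma, Benjamini-Hochberg adjusted p = 0.029 and 0.0026). With phloridzin, camera also called this list in 2 of the 9 other splits of the livers. The lowest adjusted p of these was 0.0096, smaller than with the real groups (camera of limma, Benjamini-Hochberg). Such splits mix livers of both groups and keep part of any real difference. Glycolysis, gluconeogenesis and the citrate cycle had 1 of 56 genes, against 1.9 expected (odds ratio 0.51, Fisher's exact test, Benjamini-Hochberg adjusted p = 0.92). The PPAR signaling list had 3 of 64 genes, Cyp4a12b, Cyp8b1 and Plin5, all higher (odds ratio 1.39, Fisher's exact test, Benjamini-Hochberg adjusted p = 0.57). The ferroptosis list had 2 of 33 genes with phloridzin, Slc3a2 and Slc7a11, both lower (odds ratio 1.82, Fisher's exact test, Benjamini-Hochberg adjusted p = 0.55). When mRNAs were called by the unadjusted p-value, the ferroptosis list had an odds ratio of 5.43 (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.00069), and that of PPAR signaling was 2.59 (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.017). The list with the largest odds ratio was protein processing in endoplasmic reticulum, where 35 of 80 genes were DE and all 35 fell (odds ratio 24.12, Fisher's exact test, Benjamini-Hochberg adjusted p = 2.1e-29). With each liver left out in turn, this odds ratio ranged from 15.29 to 20.88, below its value with all livers. From the pathways found among its own DE mRNAs, the paper proposes that phloridzin can treat liver fibrosis by affecting energy metabolism or protein synthesis.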

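Slc7a11 encodes a subunit of the cystine transporter and lies on chromosome 3 of GRCm38 from 49892526 to 50443614. It was at 0.00264 ± 0.00457 FPKM in the control group and 4.51 ± 1.89 in the model group (SD, n = 3 livers each). Its log2 fold change in the model group was 2.39 (standard error 0.23, limma, Benjamini-Hochberg adjusted p = 0.00034). Its value was 0.0421 ± 0.0324 FPKM with silibinin and 0.0898 ± 0.127 with phloridzin (SD, n = 3 livers each). The log2 fold changes against the model group were -2.33 with silibinin (limma, Benjamini-Hochberg adjusted p = 0.0004) and -2.28 with phloridzin (limma, Benjamini-Hochberg adjusted p = 0.00048). Hmox1, on chromosome 8 from 75093621 to 75100589, fell from 47 ± 14.2 FPKM in the model group to 17.7 ± 5.59 with silibinin and 23.3 ± 6.23 with phloridzin (SD, n = 3 livers each). This fall was DE with silibinin (log2 fold change -1.35, limma, Benjamini-Hochberg adjusted p = 0.033) and not with phloridzin (log2 fold change -0.97, limma, Benjamini-Hochberg adjusted p = 0.11). The drugs did not differ in Hmox1 when compared directly (log2 fold change 0.38, limma, Benjamini-Hochberg adjusted p = 1). Gpx4, on chromosome 10 from 80047166 to 80056439, was at 13.7 ± 21.6 FPKM in the model group and 122 ± 76.1 with phloridzin (SD, n = 3 livers each). The spread between livers was wide, and this rise was not DE (limma, Benjamini-Hochberg adjusted p = 0.1). The FPKM summed over the transcripts of Gpx4 was DE (log2 fold change 2.47, limma, Benjamini-Hochberg adjusted p = 0.046). Of a panel of 32 genes fixed before the data were examined, 28 could be tested. The panel was not limited to ferroptosis. It also held Hspa5, Hsp90b1, Eif6 and Tfg from the paper's Figure 5A, which was drawn from these same livers. With phloridzin, 4 of the tested panel genes were DE when p-values were adjusted over all mRNAs, and 6 when they were adjusted over the panel alone. The former include Hspa5, Hsp90b1 and Eif6, whose calls are not independent of that figure. The latter include 2 more genes. Those added were Got1 and Gpx4.

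**Figure D2:**
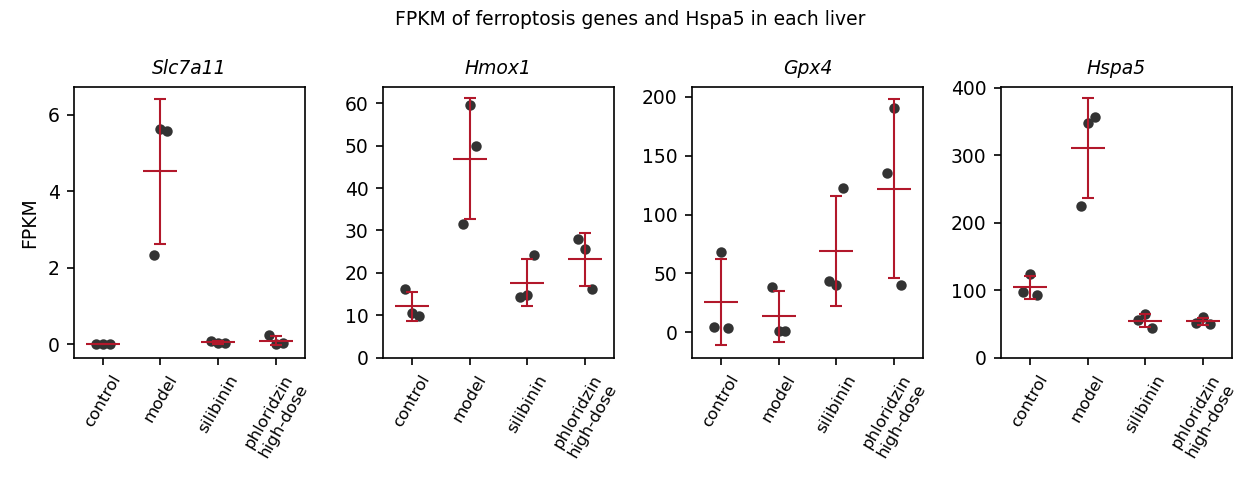
FPKM of Slc7a11, Hmox1, Gpx4 and Hspa5 (y axis) in each liver of the 4 groups (x axis). Points are livers, and the red marks are the mean and the SD of 3 livers. Slc7a11 lies between 0.0898 and 0.00264 FPKM on average outside the model group.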

### 2.5. lncRNA–mRNA Interaction and lncRNA Target Gene Prediction

To determine the mechanism of phloridzin in the treatment of liver fibrosis in detail, we mined the sequencing data and analyzed the co-expression of DE lncRNAs and mRNAs. 

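Pearson's r over the 12 livers was computed for each pair of a DE lncRNA and a DE mRNA of the phloridzin high-dose group compared with the model group. Of 51876 pairs, 1400 (2.7%) had an absolute r of at least 0.95, with 1163 positive and 237 negative. They joined 92 lncRNAs and 216 mRNAs. NONMMUT025809.2 was paired with 89 mRNAs, the largest number. The paper's text does not give a cutoff for co-expression. With a cutoff of 0.9, the number of pairs was 7182, and with 0.99 it was 8. After the mean of each group was subtracted, 16 pairs reached 0.95, and 6 pairs reached it both ways. The prediction by lncTar was not repeated here.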

On the basis of the lncRNA–mRNA relationship pair obtained from the co-expression analysis, the presence of targeted regulation was predicted by lncTar software [15]. A visual regulatory network for the lncRNA–mRNA relationship was drawn in target gene prediction results by Cytoscape 3.7.2 and is shown in Figure 5A. 

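Of the mRNAs named in Figure 5A, Hspa5 encodes a chaperone of the endoplasmic reticulum and lies on chromosome 2 of GRCm38 from 34771970 to 34777547. It was at 104 ± 17.1 FPKM in the control group, 310 ± 73.9 in the model group, 55 ± 9.98 with silibinin and 53.8 ± 5.35 with phloridzin (SD, n = 3 livers each). Against the model group, its log2 fold change was -2.46 with silibinin and -2.48 with phloridzin (limma, Benjamini-Hochberg adjusted p = 0.00019 and 0.00018). Hsp90b1, on chromosome 10 from 86690209 to 86705509, went from 486 ± 65.7 to 158 ± 17.9 FPKM with phloridzin (SD, n = 3 livers each). Its log2 fold change was -1.61. Eif6, on chromosome 2 from 155819832 to 155826925, went from 66.1 ± 5.47 to 28.3 ± 4.67 FPKM (SD, n = 3 livers each), a log2 fold change of -1.20. Tfg, on chromosome 16 from 56690332 to 56717450, was not DE (log2 fold change 0.10, limma, Benjamini-Hochberg adjusted p = 0.94). Of the lncRNAs in the same network, NONMMUT049182.2, on chromosome 4 from 119231643 to 119233716, went from 2.72 ± 0.184 to 0.952 ± 0.25 FPKM (SD, n = 3 livers each). Its log2 fold change of -0.93 was under the cutoff (limma, Benjamini-Hochberg adjusted p = 0.015). The assembled transcript of this network went from 3.26 ± 0.254 to 0.497 ± 0.657 FPKM (SD, n = 3 livers each). In a fit that also held the assembled transcripts, it was not DE (log2 fold change -1.59, limma, Benjamini-Hochberg adjusted p = 0.11).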

We then performed GO and KEGG pathway analysis to assess the biological significance of these target prediction genes (Figure 5B,C). 

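The 216 co-expressed mRNAs belong to 205 genes. None of these genes was among the 44 tested genes of the focal adhesion and adherens junction list, where 0.8 were expected. The extracellular matrix and stellate cell list had 2 of 53 genes, Mmp13 and Thbs1, against 1.0 expected (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.62). Over-representation was found for protein processing in endoplasmic reticulum with 23 of 80 genes (odds ratio 23.37, Fisher's exact test, Benjamini-Hochberg adjusted p = 2.7e-20) and for ErbB signaling with 5 of 67 (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.041). When the background was the DE mRNAs alone, a choice made after the data were seen, 0 lists were over-represented, and 0 at an unadjusted p-value under 0.05.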

The GO analysis indicated enrichment in some cellular components related to the ECM and biomechanics, such as cell–substrate adherens junction, focal adhesion, adherens junction, and anchoring junction. Additionally, the KEGG pathway enrichment analysis showed that the target mRNAs of DEG lncRNAs were mostly concentrated in pathways related to amino acid metabolism and carbon metabolism, which are associated with energy metabolism.

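Among the co-expressed genes, amino sugar and nucleotide sugar metabolism had 5 of 43, namely Gfpt1, Gfpt2, Gmppb, Nans and Pgm2, against 0.8 expected (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0088). Cysteine and methionine metabolism had 1 of 40, Srm, and glycine, serine and threonine metabolism had 0 of 34, against 0.6 expected. Of carbon metabolism, glycolysis, gluconeogenesis and the citrate cycle had 1 of 56, Pgm2, against 1.1 expected (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.99).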

## 3. Discussion

The increasing incidence of liver disease has led to an increase in mortality year by year, and has gradually become an important cause of human death worldwide. Liver fibrosis is a common process in various liver diseases, such as non-alcoholic fatty liver disease, alcoholic fatty liver disease, viral hepatitis and so on. The study of treatment at the liver fibrosis stage is important and urgent. Researchers continue to explore therapeutic measures for liver fibrosis, including extracting compounds from natural plants to develop new drugs [16], and identifying the causes and therapeutic targets of liver fibrosis [8,17,18,19,20]. In this study, a single compound, phloridzin, was extracted from lychee seed to determine its mechanism of action in the treatment of liver fibrosis. By analyzing the experimental results, we found that phloridzin significantly improved the degree of collagen deposition in liver fibrosis, reduced tissue stiffness, reduced the levels of ALT and AST in serum, and reduced the levels of HA and LN in serum. Some of these indexes have the same tendency as in the literature [21]. In addition, in order to reflect the change contributed to phloridzin to liver hardness and density of liver fibrosis, we also carried out liver ultrasound imaging experiments. This indicator is crucial for the detection of liver fibrosis in vivo. In order to more deeply explore the mechanism of phloridzin in the treatment of liver fibrosis, as well as explore more ideas for the treatment of hepatic fibrosis in the future, we carried out high-throughput sequencing of livers in different groups of livers, and explored the mechanisms of phloridzin and silibinin in the treatment of liver fibrosis from the perspective of epigenetics. 

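A difference between the drugs was also tested list by list, with camera on the direct comparison of the phloridzin high-dose group and the silibinin group. Of 14 lists, 2 differed. The 160 tested mRNAs of ribosomal proteins were higher with phloridzin, by a median of 0.29 on the log2 scale (camera of limma, Benjamini-Hochberg adjusted p = 0.00036). Without phloridzin replicate 1, this adjusted p was 0.17. Fatty acid degradation was lower with phloridzin than with silibinin, with a median log2 difference of -0.22 (camera of limma, Benjamini-Hochberg adjusted p = 0.0015). For this list, the adjusted p was 0.17 without phloridzin replicate 1, 0.067 without silibinin replicate 3 and 0.77 with the Reactome set nearest in name (camera of limma, Benjamini-Hochberg). The other lists, among them TNF signaling, ErbB signaling, cell cycle, ferroptosis and PPAR signaling, each had an adjusted p of 0.82 (camera of limma, Benjamini-Hochberg).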

Analysis of the mRNA sequencing results of livers in the different groups revealed that there were significant differences in the pharmacological mechanisms of phloridzin and silibinin, a commonly used hepatoprotective drug in the clinic. 

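The TNF gene itself, Tnf, on chromosome 17 of GRCm38 from 35199381 to 35202007, had a mean of 0.497 FPKM and was under the filter on low values. It was at 0.0677 ± 0.0218 FPKM in the control group, 1.21 ± 0.369 in the model group, 0.273 ± 0.0888 with silibinin and 0.44 ± 0.155 with phloridzin (SD, n = 3 livers each). Each of these 3 differences, in a two-sided exact permutation test, had p = 0.1, the smallest value that 3 livers against 3 allow. In the fit without the filter, the log2 fold changes were 1.03 in the model group, -0.78 with silibinin and -0.61 with phloridzin (limma, Benjamini-Hochberg adjusted p = 0.0024, 0.016 and 0.053). Egfr, on chromosome 11 from 16752203 to 16918158, was at 0.479 ± 0.572 FPKM in the model group and 0.0454 ± 0.0435 with silibinin (SD, n = 3 livers each), and was not DE (limma, Benjamini-Hochberg adjusted p = 0.79).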

The mechanism of silibinin in liver fibrosis is mostly concentrated on the TNF signaling pathway and the ErB signaling pathway. It is speculated that it may have an estrogen-like effect, which is consistent with literature reports [22,23]. 

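As a whole, the 75 tested mRNAs of the ferroptosis list had a median log2 change of -0.04 with phloridzin against the model group (camera of limma, Benjamini-Hochberg adjusted p = 0.71). The 114 mRNAs of the PPAR signaling list were higher, by a median of 0.20 (camera of limma, Benjamini-Hochberg adjusted p = 0.0024), and were also called in 1 of the 9 other splits of these livers. Those splits mix livers of both groups and keep part of any real difference in this list. With the smaller Reactome set for this pathway, the median was -0.14, while camera's own direction was up (camera of limma, Benjamini-Hochberg adjusted p = 0.83). The 89 mRNAs of glycolysis, gluconeogenesis and the citrate cycle had a median of 0.07 (camera of limma, Benjamini-Hochberg adjusted p = 0.048). Ppara itself, on chromosome 15 from 85734983 to 85802819, was at 21.8 ± 19 FPKM in the model group and 14.8 ± 25.6 with phloridzin (SD, n = 3 livers each), a spread larger than the difference. Slc5a1 and Slc5a2, the glucose transporters that phloridzin inhibits, were under the filter on low values.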

The mechanisms of phloridzin in liver fibrosis are mostly concentrated on ferroptosis, the PPAR signaling pathway, and carbohydrate metabolism. The results reveal some novel therapeutic strategies and research ideas.

“Ferroptosis” was coined in 2012 to describe an iron-dependent regulated form of cell death caused by the accumulation of lipid-based reactive oxygen species, which was different to apoptosis, necrocytosis, and autophagy [24]. Ferroptosis is caused by the accumulation of iron ions, energy metabolism, and lipid peroxidation [25]. Therefore, regulation of ferroptosis is a new method for the treatment of cell death or excessive cell proliferation-related diseases. The role of ferroptosis in liver fibrosis has received considerable attention [19]. Studies have shown that hepatic fibrosis can be treated by inducing the death of activated hepatic stellate cells by regulating ferroptosis [26,27]. Ferroptosis is closely related to energy metabolism. Energy metabolism, as a regulator of ferroptosis [28], has received more and more attention, such as in tumors [29]. The relationship between ferroptosis and liver fibrosis caused by energy metabolism is unclear. The results of this study may provide patients with a new treatment for liver fibrosis, by regulating energy metabolism and inducing ferroptosis.

Changes in cell viability inevitably lead to changes in cell secretory function. Through target gene prediction of differential lncRNAs, we also found that among the genes closely related to lncRNA regulation, a number of genes related to biomechanics such as ECM and cell adhesion are involved. Liver fibrosis is a pathological process closely related to biomechanics [30,31]. More and more studies have been conducted on the mechanics of fibrotic liver, and treatment strategies for the liver’s mechanical environment are gradually being developed [17,32]. LncRNAs are longer than 200 nucleotides and do not appear to code for proteins [33]. Studies have shown that lncRNAs play an important role in many life activities, such as the dose compensation effect [34], epigenetic regulation [35], cell cycle regulation [36], and cell differentiation regulation [37], and have become a hotspot in genetics research. 

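In the model group, 27 of the 53 tested genes of the extracellular matrix and stellate cell list were DE and all 27 rose (odds ratio 10.7, Fisher's exact test, Benjamini-Hochberg adjusted p = 6.6e-14). With phloridzin, 2 of 53 were DE, against 1.8 expected (odds ratio 1.11, Fisher's exact test, Benjamini-Hochberg adjusted p = 0.64). With each liver left out in turn, this odds ratio ranged from 1.15 to 2.16. The lowest adjusted p over all alternatives was 0.26 (Fisher's exact test, Benjamini-Hochberg). Col1a1, on chromosome 11 of GRCm38 from 94936224 to 94953042, was at 1.25 ± 0.347 FPKM in the control group and 47.6 ± 12.7 in the model group (SD, n = 3 livers each). The log2 fold change was 4.41 (limma, Benjamini-Hochberg adjusted p = 0.0013). It was at 38.2 ± 19.4 FPKM with silibinin and 40.9 ± 37.8 with phloridzin (SD, n = 3 livers each), differences from the model group within the spread between livers. The log2 fold changes were -0.44 and -0.55 (limma, Benjamini-Hochberg adjusted p = 0.74 and 0.67). Col3a1, on chromosome 1 from 45311538 to 45349706, rose in the model group with a log2 fold change of 3.82 and had log2 fold changes of -0.28 with silibinin and -0.52 with phloridzin (limma, Benjamini-Hochberg adjusted p = 0.82 and 0.63).

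**Figure D3:**
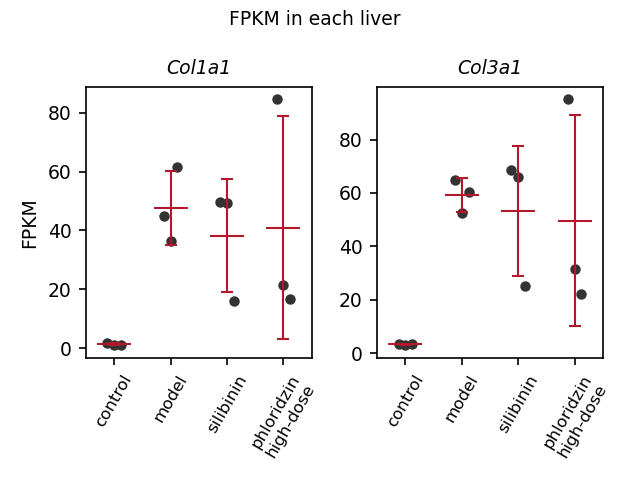
FPKM of Col1a1 and Col3a1 (y axis) in each liver of the 4 groups (x axis). Points are livers, and the red marks are the mean and the SD of 3 livers. The control livers are at 1.25 FPKM for Col1a1 on average, below all livers of the other groups.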

Interestingly, when we looked for target genes in differential lncRNAs and in differential mRNAs, ECM-related genes were highlighted. The ECM component is a non-cellular component secreted by cells. It belongs to the interstitial tissue and has no secretion and expression function. It supports and connects cells and even tissues, and transports some substances. LncRNAs are also regulatory RNAs that do not function as expressed proteins. This led us to consider whether lncRNAs also belong to the interstitial tissue components in genetic material, and whether non-coding RNAs are closely related to interstitial components such as the ECM as well as a non-secretory function such as biomechanics. Some scholars have also noted a connection between the two. The correlation between lncRNA and the ECM has been examined in osteoarthritis [38,39]. There are also reports showing that lncRNAs are closely related to the secretion of ECM proteins [40]. However, there are few studies on the correlation between lncRNA and biomechanics. Our findings provide data on this correlation. However, the exact close correlation requires further study. These are also innovative points in our work: using high-throughput sequencing technology for the first time to reveal the complex mechanisms of phloridzin in the treatment of liver fibrosis, and combining energy metabolism, ferroptosis, lncrna, and biomechanics to explore new ways to treat liver fibrosis.

## 4. Materials and Methods

### 4.1. Animals

Forty-eight healthy male C57/BL6N mice (weighing 20 ± 2 g) were obtained from Beijing Vitong Lihua Co., Ltd. (Beijing, China). The mice were divided into 12 cages with a regulated environment (12-h dark/light cycle, 22 ± 2 °C temperature and 50 ± 5% humidity). Experimental procedures were in accordance with the International Ethical Guidelines for Animal Care and were approved by the Ethical Committee, National Center for Nanoscience and Technology, Beijing, China.

### 4.2. Drugs, Chemicals and Reagent Kits

Phloridzin and silibinin were purchased from Meryer Chemical Technology Co., Ltd. (Shanghai, China); mouse LN, HA, and ELISA kits were purchased from CLOUD-CLONE CORP. (CCC, Houston, TX, USA).

### 4.3. Methods

#### 4.3.1. Experimental Design

The mice were randomly divided into 6 groups: the control group, model group, silibinin group (27.3 mg/kg), phloridzin low-dose group (10 mg/kg), phloridzin middle-dose group (20 mg/kg), and phloridzin high-dose group (40 mg/kg). Each group contained 8 mice.

Liver fibrosis in the mouse model was induced by intraperitoneal injection of carbon tetrachloride (CCl_4_) dissolved in olive oil (1:9, *v*/*v*) at a dosage was 5 mL/kg body weight twice a week for 8 weeks. Drug therapy was started on the fifth week. After 8 weeks, the eyeballs of the mice were removed for blood collection after anesthesia with isoflurane. After that, the mice were sacrificed with isoflurane and the livers excised.

#### 4.3.2. Histological Staining

Liver tissues were fixed with 4% paraformaldehyde and processed for H&E staining and Sirius red staining to evaluate the degree of fibrosis.

#### 4.3.3. Analysis of Serum Biochemical Parameters

Serum was collected following centrifugation of whole blood cell samples at 3000 rpm at 4 ℃ for 15 min. Serum ALT and AST levels were analyzed by fully automatic clinical analyzers (Hitachi-7100, Tokyo, Japan). Serum LN and HA levels were determined using ELISA kits according to the manufacturer’s instructions based on the principle of the competitive inhibition enzyme immunoassay technique.

#### 4.3.4. Ultrasound Imaging

The stiffness and density of the liver were monitored by high-frequency ultrasound imaging using a Visual Sonic Vevo 2100 system as previously described [41]. Briefly, the mice were anesthetized with 2.5% isoflurane and the abdominal fur was removed. Ultrasonic coupling gel was applied to the mouse skin after fixing the mice on the Vevo mouse-handling table in the supine position. Mice were scanned from the ventral body wall using the MS55D real-time MicroScan transducer and the Vevo 2100 imaging system. The livers were imaged in the parasternal long axis view and three measurements of the portal vein area were obtained. The brightness of each echohepatograph was quantified by integrated density using Image J 1.53e.

#### 4.3.5. RNA-Seq and Computational Analysis

RNA-Seq analysis was performed using the Illumina NovaSeq platform. The process included five steps: (i) extraction of total RNA from mouse liver tissue; (ii) construction of a cDNA library; (iii) RNA sequencing and screening; (iv) differentially expressed mRNA and lncRNA analysis; (v) different expression gene (DEG) mRNA and DEG lncRNA correlation analysis.

The R package DEseq was used to evaluate DEG mRNA and DEG lncRNA. GO analysis and KEGG pathway analysis were performed using the OmicShare tools, a free online platform for data analysis [42]. The lncRNAs-targeted mRNAs and mRNAs were combined and the lncRNA-mRNA regulatory network was visualized using Cytoscape 3.7.2.

### 4.4. Statistical Analysis

All data are presented as means ± standard deviation. The statistical significance of differences among the groups was evaluated by one-way analysis of variance (ANOVA), followed by multiple comparisons between individual groups using the LSD correction. Differences were considered significant for *p* < 0.05.

## 5. Conclusions

In this study, we used phloridzin to treat hepatic fibrosis and revealed the pharmacological mechanisms of phloridzin. The results showed that phloridzin can regulate liver function indexes; extracellular matrix components; and the stiffness of fibrotic liver through energy metabolism, ferroptosis, biomechanics, and other pathways. This work represents the first time these results and mechanisms have been mentioned in phloridzin medicinal study. Furthermore, new therapeutic ideas based on the regulation of energy metabolism and ferroptosis and lncRNA regulation of biomechanics have been proposed herein. These results provide a reference for future research on the treatment of liver fibrosis.

## Figures and Tables

**Figure 1:**
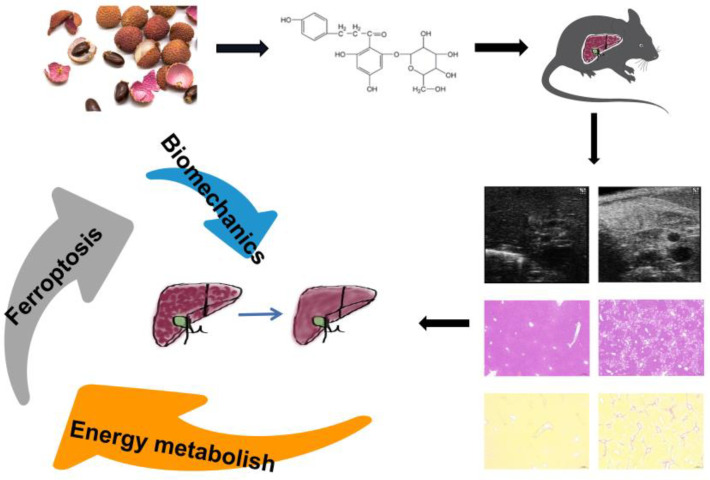
The compound phloridzin derived from lychee seed in the treatment of liver fibrosis.

**Figure 2:**
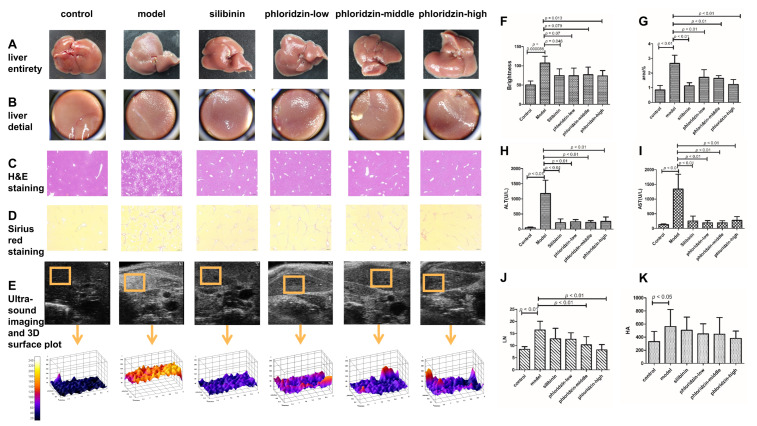
Pharmacodynamic results of phloridzin in the treatment of liver fibrosis. (**A**) Representative photos of liver appearance in each group. (**B**) Detailed view of liver appearance in each group. (**C**) Histological images of liver in each group after H&E stain. (**D**) Histological images of liver in each group after Sirius red stain. (**E**) Representative in vivo ultrasound imaging of livers from different groups. Fibrosis improvement can be seen by a decreased intensity in hepatic echogenicity. The 3D surface plots of the ultrasound images within the orange-lined squares correspond to the echogenic uniformity in the liver. (**F**) Statistics of the liver brightness of each group shows that compared with the model group, each treatment group has different degrees of reduction. Among them, the results of the silibinin treatment group and the high-dose phloridzin group are significantly different. (**G**) Percentage of area occupied by fibers in Sirius red-stained sections of liver in each group. (**H**,**I**) AST and ALT levels of each group were detected. (**J**,**K**) LN and HA levels of each group were detected by ELISA.

**Figure 3:**
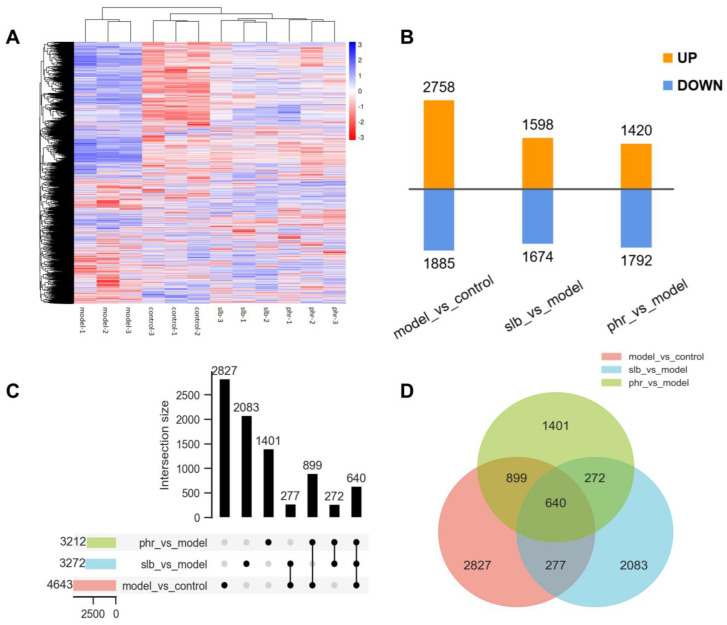
The statistics of DE mRNAs between control group vs model group, silibinin group vs. model group, and phloridzin vs. model group. DE mRNAs in the samples are shown using a heat map (**A**), bar chart (**B**), Venn upset diagram (**C**), and Venn diagram (**D**).

**Figure 4:**
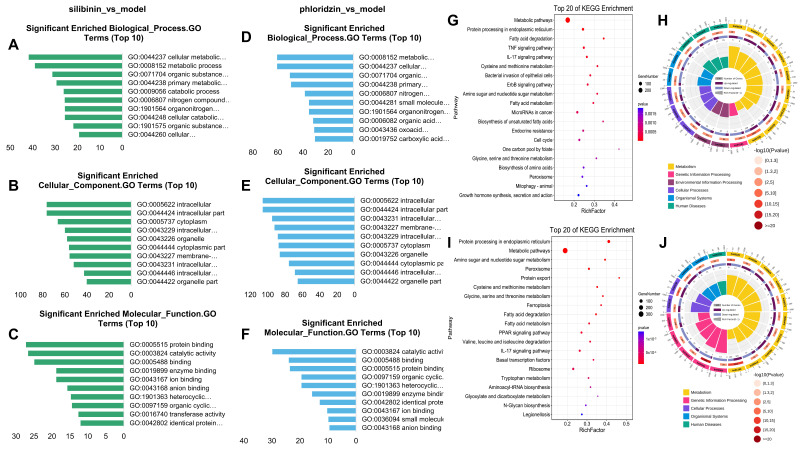
GO and KEGG pathway analysis explain the different mechanism between silibinin and phloridzin. (**A**–**C**) Top 10 terms of GO enrichment analysis of DEG mRNAs between silibinin group and model group. (**D**–**F**) Top 10 terms of GO enrichment analysis of DEG mRNAs between phloridzin group and model group. (**G**,**H**) Top 20 terms of KEGG pathway enrichment analysis of DEG mRNAs between silibinin group and model group. (**I**,**J**) Top 20 terms of KEGG pathway enrichment analysis of DEG mRNAs between phloridzin group and model group.

**Figure 5:**
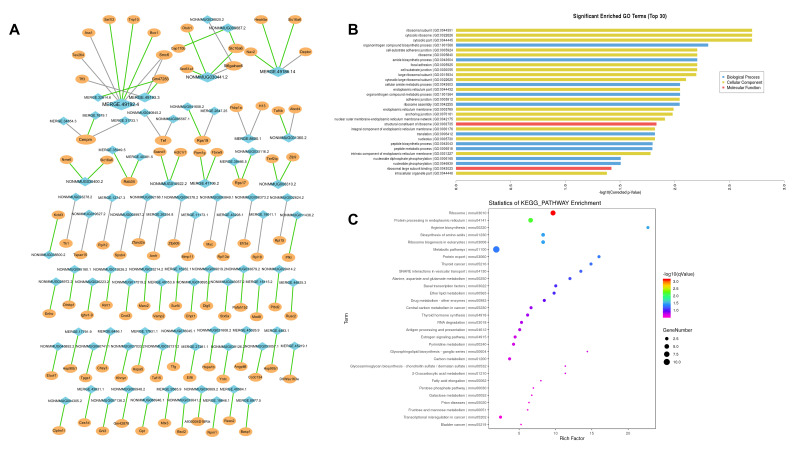
lncRNA-mRNA interaction and lncRNA target gene prediction. A visual regulatory nework for the lncRNA-mRNA relationship was drawn from target gene prediction results by Ctoscape 3.7.2, shown in (**A**). Then, we preformed the GO and KEGG pathway analysis based on the predicted mRNAs. (**B**) shows the top 30 terms of GO analysis and (**C**) shows the top 30 terms of KEGG pathway analysis.

## Data Availability

The data are contained within the article. New high-throughput sequencing (HTS) datasets (RNA-seq) have been deposited into the GEO database (GSE205540).

How the deposited data were processed for this re-analysis (not part of the article)

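Liver RNA of 12 mice was sequenced by the authors, with 3 livers in each of the control, model, silibinin and phloridzin high-dose groups. The authors deposited FPKM values, with 1 value for each of 169430 transcripts and each liver, after scaling by transcript length and library size and without a correction for library composition. The paper names the platform and the R package DEseq, and its text does not name the aligner, the assembler or the unit. The unit was read from the values. In transcripts of at least 1500 bases, the value multiplied by the transcript length is a whole multiple of the same step within a liver, as FPKM from fragment counts gives. The step also gives the library size, which is between 83.7 and 110.9 M fragments. A test on counts had been planned. As the values are FPKM, the test set for that case was used, which is limma with a trend in the variance on log2(FPKM + 1).

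Transcripts were sorted into classes after the table was seen. Protein-coding Ensembl transcripts were taken as mRNAs (40827), and NONCODE transcripts and noncoding Ensembl transcripts as lncRNAs (69827). The 18991 assembled transcripts, 33911 other transcripts of coding genes, 5706 transcripts of other kinds and 168 that are not in the annotation were not tested, and 6260 transcripts were at 0 in all 12 livers. Positions are those of GRCm38. Transcripts with a mean FPKM of at least 0.5 were tested in one fit of the 12 livers, and 4 comparisons were drawn from it: model against control, silibinin and phloridzin against model, and phloridzin against silibinin. The p-values are two-sided and were adjusted by the Benjamini-Hochberg method within mRNAs and within lncRNAs. A transcript was called DE at an adjusted p-value under 0.05 and a log2 fold change above 1 or below -1.

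The genes named follow a rule set before the data were examined. They are the 3 mRNAs with the largest rise and the 3 with the largest fall among DE mRNAs with a gene symbol, a mean FPKM of at least 1 and groups that do not overlap, up to 2 such lncRNAs per direction, a panel of 32 genes, and members of a gene list where they were DE. With 3 livers against 3, 10% of genes without a change have groups that do not overlap. For the panel, the transcript with the highest mean FPKM stands for the gene, and the sum over its transcripts was tested beside it. The panel includes genes named in the paper's Figure 5A, which was drawn from these same livers. Tnf, under the filter on low values, was tested by an exact permutation test.

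The 14 gene lists were written by hand, and 952 of their 957 genes were matched. They were tested by a one-sided Fisher's exact test against the 10802 genes with a tested mRNA, and in the direct comparison of the drugs by camera of limma with an inter-gene correlation of 0.01, each adjusted over the 14 lists. Of 13 Reactome sets taken as alternatives, 2 were not used, those for protein processing in endoplasmic reticulum and for ribosomal proteins. Only 68.2% and 50.3% of their genes were matched. No set was used for ferroptosis. Co-expression is Pearson's r over the 12 livers with a cutoff of 0.95. The prediction of targets by lncTar is not reported here. Other checks compared a list with 10000 random sets matched in level or in GC content and length.

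The fit was tested on simulated data with 200 changed mRNAs in 5 runs. A planted list was found in 5 of 5 runs by Fisher's exact test and by camera, and 0 of 250 random lists were called. Alternatives covered the filter, the pseudocount, the cutoffs, the groups in the fit, the replicate number as a block, sums per gene, the lists and their background, the co-expression cutoff and each liver left out in turn. Scaling by median ratios, voom of limma on recovered fragment numbers, other choices of transcripts, counts over other splits of the livers and a simulation with 10 changed mRNAs were added after the data were seen. The software was R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.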

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

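Leaving out each liver in turn was set beforehand as an alternative, and the tests on GC content and length were set before their results. Reading a single liver as an explanation, the power checks and the counts over other splits of the livers were tests chosen only after the results were seen.

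The direct comparison of the drugs gave 10 DE mRNAs of 9 genes, a difference between groups that the paper describes without a direct test. Of the 4 splits of these 6 livers that part all same-numbered livers, 1 gave as many, the real one, and of all 10 splits 2 did. With so few splits, the count cannot be told apart from that of a chance split. In simulated livers, 67.4% of 4-fold changes were called where 200 mRNAs changed, and 45% where 10 did, between 0 and 8 of the 10 in each run. Low power for a few changed mRNAs thus remains a candidate explanation for the small count, and smaller changes were not simulated. Of the genes named for this comparison, Slco2b1, Cd44 and Qrich1 had gene sums that were not DE, with log2 fold changes of 0.14, 0.01 and 0.21. Those of Pcgf6 and Wdr89 were DE, with -1.54 and -1.47. Reads allotted between transcripts remain a candidate explanation for Slco2b1, Cd44 and Qrich1, and 3 mRNAs were DE when FPKM was summed per gene.

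Ribosomal proteins were higher with phloridzin than with silibinin, by a median of 0.29 on the log2 scale, in 3 of 3 phloridzin livers compared with all silibinin livers. This is a difference between groups in a direct test (camera of limma, Benjamini-Hochberg adjusted p = 0.00036, range over the alternatives 2.4e-12 to 0.17). Of 10000 random sets matched in GC content and length, at most 0.01% were as far, the floor set for this share. The difference depends on phloridzin replicate 1, whose list value was 0.43, against -0.02 and -0.03 in the other phloridzin livers. Without it, the adjusted p was 0.17 (camera of limma, Benjamini-Hochberg). Of the 4 splits that part same-numbered livers, 1 gave as small an adjusted p. One liver remains a candidate explanation, and a chance split cannot be ruled out.

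Fatty acid degradation was lower with phloridzin than with silibinin, with a median log2 difference of -0.22, in 3 of 3 phloridzin livers compared with all silibinin livers (camera of limma, Benjamini-Hochberg adjusted p = 0.0015, range over the alternatives 0.00036 to 0.77). Of 10000 matched random sets, at most 0.01% were as far, the floor set for this share. Without phloridzin replicate 1, the adjusted p was 0.17, without silibinin replicate 3 it was 0.067, and with the Reactome set the median was -0.01 with an adjusted p of 0.77 (camera of limma, Benjamini-Hochberg). Of the 4 splits that part same-numbered livers, 1 gave as small an adjusted p, so a chance split cannot be ruled out. One liver and the choice of list are candidate explanations.

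Slc7a11 rose in the model group by 2.39 on the log2 scale in 3 of 3 livers (limma, Benjamini-Hochberg adjusted p = 0.00034, range over the alternatives 3.1e-06 to 0.086). The paper does not discuss genes of the model group compared with the control group. Scaling of the FPKM values and sums per gene were among the alternatives in that range. Genes controlled by ATF4, without Slc7a11, also rose in this comparison, by a median of 1.01 on the log2 scale. The mean of matched sets was 0.21, and at most 0.01% of them were as far, the floor set for this share. The ATF4 list holds genes already seen to change, and ATF4 activity was not measured here.

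Genes of protein processing in endoplasmic reticulum rose in the model group, by a median of 0.79 on the log2 scale, in 3 of 3 livers compared with all control livers. The paper does not report gene lists for this comparison. The list was over-represented among DE mRNAs (odds ratio 6.53, Fisher's exact test, Benjamini-Hochberg adjusted p = 3.8e-12), with odds ratios from 5.41 to 7.14 when each liver was left out in turn. The list count of this comparison, 4, was reached by 1 of the 4 splits that part same-numbered livers, the real one. The other splits of all 10 gave 0 lists. The smallest share that these splits can give is 1 in 10, so by this test alone, whatever the counts, the pattern cannot be told apart from a chance split.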

How the results depend on the processing

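The choice of results to report by name followed the rules set before the data were examined, and scaling by median ratios, voom on recovered reads, assembled transcripts counted as lncRNAs and sums per gene with scaling were tests chosen only after the results were seen. The planned count-based tests and size factors were not run, as the values are FPKM. Where a value moved, the cause was not tested. With 3 livers a group, leaving 1 out also lowers the power of the fit.

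Without a fold change cutoff, DE mRNAs were 2466 in model vs control, 981 with silibinin and 829 with phloridzin, and DE lncRNAs 2221, 316 and 473. With FPKM of at least 1 in every liver, DE mRNAs were 512, 285, 246 and, for phloridzin vs silibinin, 2, and DE lncRNAs 80, 36 and 48. By unadjusted p, DE mRNAs were 965 with silibinin, 885 with phloridzin and 293 for phloridzin vs silibinin, and DE lncRNAs 222 and 251. A pseudocount of 0.1 gave 1693 DE mRNAs and 1592 DE lncRNAs in model vs control and 230 DE lncRNAs with phloridzin. No filter on low values gave 67 and 70 DE lncRNAs with silibinin and phloridzin. With only the 2 groups compared, DE lncRNAs were 27 and 21, and DE mRNAs with phloridzin 179. With assembled transcripts counted as lncRNAs, DE lncRNAs were 982, 425 and 427. For phloridzin vs silibinin, sums per gene gave 3 DE mRNAs, sums scaled by median ratios 3 and voom 2.

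Scaling by median ratios lowered the median log2 fold change of all mRNAs in model vs control by 0.19, from 0.22 to 0.03. DE lncRNAs in model vs control became 192 (123 rose, 69 fell), and with sums per gene and scaling 201 (107 and 94). DE mRNAs that rose went from 84.1% to 60.3% (490 of 813), and to 56.6% (534 of 943) with sums and scaling and 63.7% (572 of 898) with voom. With silibinin, the share of DE mRNAs that rose went from 23.2% to 37.8% (151 of 400), 42.5% (174 of 409) and 38.0% (157 of 413), and that of DE lncRNAs from 27.4% to 39.7% (31 of 78) and 46.9% (45 of 96). With sums and scaling, it went from 21.9% to 37.3% (141 of 378) for mRNAs with phloridzin and from 19.7% to 32.7% (33 of 101) for lncRNAs.

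The number of lists over-represented in model vs control was 4, and 2 with Reactome sets, 2 among mRNAs that fell and 8 by camera. With silibinin it was 3, and 10 by unadjusted p, 1 with Reactome sets, 1 among mRNAs that rose, 6 with sums per gene and 8 by camera. With phloridzin it was 4, and 1 with only the 2 groups compared, 8 by unadjusted p, 1 with Reactome sets, 0 among mRNAs that rose and 2 with background mean FPKM of at least 1. For phloridzin vs silibinin it was 2, and 0 with Reactome sets, 0 among its DE mRNAs and 0 among those at unadjusted p. No Reactome set was used for ribosomal proteins, protein processing in endoplasmic reticulum or ferroptosis. These lists could not be called with Reactome sets, so part of the lower counts was fixed beforehand. Ribosomal proteins are 1 of the 2 lists of phloridzin vs silibinin.

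By unadjusted p, odds ratios were 2.24 for ErbB and 2.09 for TNF signaling with silibinin, 2.59 for PPAR signaling and 5.43 for ferroptosis with phloridzin. With Reactome sets, they were 0.99 for ErbB, 0.00 for TNF (a set of 9 genes) and 0.55 for the cell cycle with silibinin. TNF signaling with silibinin had 3.15 with sums per gene. With only the 2 groups compared, the cell cycle with silibinin had 0.88, and PPAR signaling and glycine, serine and threonine metabolism with phloridzin 0.00. An odds ratio of 0.00 is fixed by the direction where all DE genes of a list went the other way. Among mRNAs that rose, this held for TNF, amino sugar and endoplasmic reticulum lists with both drugs and for extracellular matrix and ferroptosis with phloridzin. Among mRNAs that fell, it held for PPAR signaling with phloridzin and for amino sugar, extracellular matrix and endoplasmic reticulum lists in model vs control. TNF signaling with phloridzin had 0.00 with the Reactome set of 9 genes. Extracellular matrix with phloridzin had 0.94 with sums per gene, and glycolysis, gluconeogenesis and the citrate cycle 1.77 by unadjusted p and 1.85 with sums per gene. By camera with Reactome sets, the median was -0.14 for PPAR signaling and -0.07 for glycine, serine and threonine metabolism with phloridzin. Camera's own direction was up for both, with adjusted p-values of 0.83 and 0.85 (camera of limma, Benjamini-Hochberg).

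The gene sum was -0.15 for Cyp2d10 with silibinin, and with phloridzin -1.33 for NONMMUT149212.1 (-1.15 scaled) and -0.04 for Tfg. Cd44 had -0.02 with sums per gene and scaling for phloridzin vs silibinin. Co-expressed pairs were 1400, and 7182 with a correlation of at least 0.9, 8 at 0.99, 16 with group means subtracted and 68 by Spearman. Over-represented lists among co-expressed mRNAs were 3, and 0 with the DE mRNAs as background. DE mRNAs moved back were 81.7% with phloridzin and 84.4% with silibinin where 1 model liver was kept for the drug contrast, and 92.0% and 95.1% where 1 was kept for the control contrast. In the latter, the mRNAs were still those called with all model livers, so the sharing was not removed.

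With each liver left out in turn, DE mRNAs ranged from 805 to 1032 in model vs control, 322 to 434 with silibinin, 283 to 513 with phloridzin and 3 to 18 for phloridzin vs silibinin. DE lncRNAs ranged from 220 to 434, 59 to 135 and 36 to 195, and lists from 3 to 6, 2 to 3, 2 to 4 and 0 to 2. Moved back were 87.0% to 95.6% with phloridzin and 91.3% to 97.3% with silibinin. Odds ratios ranged from 1.62 to 3.66 (ErbB), 1.28 to 3.40 (TNF) and 1.56 to 2.51 (cell cycle) with silibinin, and 0.48 to 2.23 (PPAR) and 2.11 to 5.19 (ferroptosis) with phloridzin. Cysteine and methionine metabolism ranged from 0.76 to 7.14 with phloridzin and 0.65 to 1.81 with silibinin, below its 4.35 with all livers, and with phloridzin glycine, serine and threonine metabolism from 0.00 to 3.65 and glycolysis, gluconeogenesis and the citrate cycle from 0.54 to 1.19. With silibinin, Col1a1 ranged from -0.71 to 0.08 and Col3a1 from -0.52 to 0.19, and Tfg with phloridzin from -0.13 to 0.37.

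With the replicate block, DE mRNAs were 938, 388, 344 and 8, DE lncRNAs 308, 95 and 119, and lists 6, 2, 2 and 2. Same-numbered livers are different mice, and deviations from the group mean correlated between them by 0.008, -0.008, -0.035 and 0.024.

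Of 618 values of 56 named genes under other settings, 555 kept their direction and side of the threshold, 55 were weaker, 3 stronger and 5 reversed. Of 116 values of 15 other lists, 75 kept them, 23 were weaker, 4 stronger and 14 reversed, and of 29 values of 6 lists by camera, 26 kept them, 1 was weaker and 2 reversed. With each liver left out, 273 of 336 values of the named genes kept them, 57 were weaker, 2 stronger and 4 reversed. For the other lists, 64 of 90 did, 11 were weaker, 1 stronger and 14 reversed, and for lists by camera 31 of 36 did and 5 were weaker. For lists by camera, direction was the sign of the median, a rule set after the values were seen. By camera's own direction, the 2 reversed values of these lists would not be reversed.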

Differences from the paper's values

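Of 31 values of the paper set beside computed ones, 30 differed by more than 1.5 times. The paper gives 4643 DE mRNAs in the model group, with 2758 upregulated and 1885 downregulated, and the values here are 1026, 863 and 163. It gives 2720 DE lncRNAs, with 1427 upregulated and 1293 downregulated, against 313, 261 and 52. For silibinin, the paper gives 3272 DE mRNAs (1598 upregulated, 1674 downregulated) and 1930 DE lncRNAs (973 upregulated, 957 downregulated). The values here are 452 (105 and 347) and 106 (29 and 77). For phloridzin, the paper gives 3212 DE mRNAs (1420 upregulated, 1792 downregulated) and 1865 DE lncRNAs (799 upregulated, 1066 downregulated), against 393 (86 and 307) and 132 (26 and 106). Among the alternatives set before the data were examined, leaving out the fold change cutoff gave 2097 upregulated mRNAs, 2221 lncRNAs and 2089 upregulated lncRNAs in the model group, within 1.5 times the paper's 2758, 2720 and 1427. A pseudocount of 0.1 gave 1482 upregulated lncRNAs. None of the other alternatives that were set before the data were examined and were run closed these gaps. None closed those of the other 15 counts. The paper used DEseq, while the values here come from limma on log2(FPKM + 1). The planned tests on counts were not run, so a difference in method remains untested.

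Regions of the Venn diagram in Fig. 3D were read by eye. The paper shows about 2800 mRNAs DE only in the model group compared with the control group, about 2100 only with silibinin and about 1400 only with phloridzin, against 674, 88 and 63 here. It shows about 280 shared by the model and silibinin comparisons, about 900 by the model and phloridzin comparisons, about 270 by both drugs alone and about 640 by all 3, against 75, 41, 53 and 236. Without a fold change cutoff, planned before the data were examined, the regions of about 280 and about 640 came to 220 and 575. None of the alternatives that were set before the data were examined and were run closed the others.

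In Fig. 4I, read by eye, the share of genes in the ferroptosis pathway is about 0.37 and in PPAR signaling about 0.27, against 0.061 and 0.047 of the hand-written lists with phloridzin. For protein processing in endoplasmic reticulum in Fig. 4I, read by eye, it is about 0.41, against 0.44 here, the value that did not differ. In Fig. 4G, read by eye, it is about 0.27 for ErbB signaling, about 0.25 for TNF signaling and about 0.23 for the cell cycle, against 0.090, 0.071 and 0.058 with silibinin. Calling mRNAs by the unadjusted p-value, planned before the data were examined, gave 0.30 for ferroptosis. None of the alternatives that were set before the data were examined and were run closed the other gaps. The lists are not the KEGG terms behind those figures.

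The paper places ferroptosis and PPAR signaling among the main pathways of phloridzin, and TNF signaling, ErbB signaling and the cell cycle among those of silibinin. Here, the ferroptosis list had 2 of 33 genes DE with phloridzin and 4 of 33 with silibinin, neither over-represented, and PPAR signaling had 3 of 64 with phloridzin. With silibinin, none of the other lists named passed either, and ErbB signaling passed with phloridzin, with 7 of 67 genes against 6 of 67 with silibinin (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.036, range over the alternatives 0.015 to 1). With mRNAs called by the unadjusted p-value, ferroptosis and PPAR signaling with phloridzin and TNF and ErbB signaling with silibinin passed (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.00069, 0.017, 0.028 and 0.028). Over all their alternatives, the adjusted p-values ranged from 0.00069 to 1, 0.017 to 1, 0.0062 to 1 and 0.023 to 1. DE genes from sums per gene, an alternative chosen after seeing the values, called TNF signaling with silibinin, and so did leaving out silibinin replicate 3. Leaving out silibinin replicate 2 called ErbB signaling with silibinin, and leaving out model replicate 3 called ferroptosis with phloridzin. Camera of limma, planned before the data were examined, called PPAR signaling as well as glycolysis, gluconeogenesis and the citrate cycle, each with both drugs. Other splits of the livers also gave lists by camera, up to 4 with silibinin and 7 with phloridzin. Each of those splits mixes both groups and keeps part of any real difference. With silibinin, camera on sums per gene called TNF and ErbB signaling as lower, and camera with only the 2 groups compared called TNF signaling. None of these settings called the cell cycle with silibinin.

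The paper describes the drugs as acting by different mechanisms. In the direct comparison, 10 mRNAs were DE and TNF, ErbB, cell cycle, ferroptosis and PPAR lists did not differ. The lists of ribosomal proteins and of fatty acid degradation did differ (camera of limma, Benjamini-Hochberg adjusted p = 0.00036 and 0.0015). Without phloridzin replicate 1, both had an adjusted p of 0.17 (camera of limma, Benjamini-Hochberg). The paper finds adhesion terms among its predicted target genes, and 0 of 44 genes of the adhesion list were co-expressed here, with only 0.8 expected. It finds carbon and amino acid metabolism there, and glycolysis, gluconeogenesis and the citrate cycle had 1 of 56 genes. The targets predicted by lncTar were not used here. Carbohydrate metabolism is also named for phloridzin, where 1 of 56 genes was DE.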

Other observations

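The tests on extracellular matrix mRNAs and on Cyp2e1, and the counts over other splits of the livers, were chosen only after the results were seen. The other tests of this part were set before their results.

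For the DE counts of mRNAs and of lncRNAs in each comparison with the model group and for the lists over-represented in each comparison, 1 of the 4 splits of the 6 livers that part same-numbered livers gave as many, the real one. Over all 10 splits, the largest number of DE mRNAs in another split was 8 in model vs control, 12 with silibinin and 9 with phloridzin, that of DE lncRNAs 5, 2 and 3, and that of lists 0, 2 and 0. For the lists of phloridzin vs silibinin, 1 of those 4 splits gave as many, and 3 of all 10. A share of 1 in 10 is the smallest that 3 livers against 3 can give, so by this test alone, whatever their size, the counts cannot be told apart from a chance split. Camera called 8 lists in model vs control, 8 with silibinin and 5 with phloridzin, and 1 of those 4 splits gave as many in each, the real one. Of all 10 splits, the largest number of lists in another one was 5, 4 and 7, so with phloridzin another split gave more lists than the real one. By this test alone, these numbers of lists cannot be told apart from a chance split either, and they do not bear on a single list. Every other split mixes livers of both groups and keeps part of any real difference.

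Fold changes of all mRNAs with the drugs correlated with r = 0.72 when both were taken against the same model livers. With different model livers, r was 0.29, and 0.30 after scaling by median ratios. With different model livers, each drug was compared with fewer of them, which by itself can lower r. Shared model livers may thus account for a part of the correlation, and not for all of it. The size of that part was not separated from the added noise. The mRNA of Cyp2e1, whose enzyme activates CCl4, was tested as an explanation for the mRNAs that moved back. Its gene sum changed by -0.20 with phloridzin and by 1.06 with silibinin, so it did not fall with both drugs.

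Of the DE mRNAs, 77.1% with phloridzin and 80.1% in model vs control had a gene sum called the same way, so most calls do not come from reads allotted between transcripts of a gene. Among DE lncRNAs with phloridzin, 92 of 132 overlap a coding gene on the same strand, and 85 of them changed in its direction (92.4%), against 7 of 8 on the opposite strand (87.5%), a difference of 4.9 percentage points. Among all tested lncRNAs, the shares were 70.4% of 5897 on the same strand and 61.6% of 747 on the opposite strand. Shared reads thus remain possible for a part of the common direction, which was also seen on the opposite strand, where few DE lncRNAs lie. Of the co-expressed pairs, 0.43% also passed after group means were subtracted. Differences between the groups may account for the pairs, in place of co-variation between livers.

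Genes of protein processing in endoplasmic reticulum were compared with 10000 random lists matched in the number of tested transcripts and in level. No such list had as many DE genes with phloridzin (35 against a mean of 3.4 and at most 11) or with silibinin (32 against 4.1 and at most 14). A share without any such draw is given here as at most 0.01%. The mRNAs of the list were also slightly under the control level, by a median of -0.04 with phloridzin and -0.05 with silibinin, and by -0.20 and -0.18 after scaling. Sets matched in GC content and length were as low in at most 0.01% of draws with each drug. The list was below all controls in 2 of 3 phloridzin livers and 3 of 3 silibinin livers. Genes controlled by the transcription factor ATF4, a list of 40 without Slc7a11, had a median log2 change of -1.01 with phloridzin and -1.02 with silibinin. Matched sets were as low in at most 0.01% of draws with each drug, and 26 and 29 of 30 tested genes were lower. The list holds Atf3 and other genes already seen to fall. A lower ATF4 response may explain the fall of Slc7a11 with both drugs, as a hypothesis found and tested on the same data. Activity of ATF4 was not measured here.

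The extracellular matrix list as a whole lay above all control livers in 3 of 3 livers with each drug, and below all model livers in 3 of 3 silibinin livers and 2 of 3 phloridzin livers. Of the rise of its 29 mRNAs DE in the model group, of 27 genes, a median of 12.1% was undone with phloridzin, against 56.5% for other raised mRNAs, and 16.6% against 60.3% with silibinin. Sets of raised mRNAs matched in level and size of change had as small a share in at most 0.01% of draws with each drug. After scaling, both shares were 8.6%, and without phloridzin replicate 1 the share was 25.4%. In these cases too, at most 0.01% of draws were as small, the floor set for 10000 draws. A slower return of matrix mRNAs than of other raised mRNAs is a candidate explanation and remains a hypothesis, since the mice were measured at a single time. Protein and collagen content were not measured here.

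Of the panel of 32 genes, 10 of 28 tested genes were DE in model vs control when p-values were adjusted over all mRNAs and 11 when adjusted over the panel alone. With silibinin, 5 and 5 were DE, and in the direct comparison of the drugs 0 and 0. The panel includes genes of the paper's Figure 5A, which came from these same livers. The gene sum of Gpt, the gene of ALT, rose from 10.9 ± 3.02 FPKM in the model group to 28.4 ± 5.08 with silibinin and 28.5 ± 8.41 with phloridzin (SD, n = 3 livers each). The transcript that stands for Gpt was at 3.57 ± 1.24 FPKM in the model group and 4.45 ± 0.413 with silibinin (SD, n = 3 livers each). This transcript was not DE with silibinin (log2 fold change 0.29, limma, Benjamini-Hochberg adjusted p = 0.54). The gene sum of Got1, the gene of AST, was at 50.5 ± 16.7 FPKM in the model group and 210 ± 125 with phloridzin (SD, n = 3 livers each).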
